A study of Mus musculus with 39 samples. Its data were reported in "VDAC1 is a target for pharmacologically induced insulin hypersecretion in β cells" (2025).

How the data were processed

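Total RNA was sequenced from MIN6 cells treated with DMSO, SW016789 or thapsigargin for 1, 2, 6 or 24 h, and from cells taken at 0 h, in 3 independent experiments of 13 samples each. Additions were staggered so that all samples of an experiment were collected at the same time. Groups and experiment numbers were taken from the sample labels, which gave 13 groups of 3 libraries. The 3 libraries of a group come from separate experiments with a cell line, so p-values measure the spread between libraries of such experiments. That spread includes differences in library composition.

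The authors deposited raw counts of read pairs per gene symbol, with Entrez identifiers and mm10 coordinates. Per the study's methods, paired reads of 100 bases were mapped to mm10 with STAR, and uniquely mapped pairs were counted per gene with featureCounts of the Subread package, with strand taken into account. The sources disagree on versions and library preparation. The submitters' processing notes name STAR 2.5.2b and Subread 1.5.1 and the study's methods name later versions, and the labels describe removal of ribosomal RNA where the methods name an mRNA kit. These differences cannot be settled from the values used here, so the share of intronic and intergenic reads cannot be tied to a protocol. The deposited mapping table gives counts of reads by region, from which the percent of high-quality reads in intergenic regions was read for each library. A further 78 columns of normalized values were not used. Uniquely mapped reads miss stretches that near-identical copies share, so values of such genes are uncertain, and reads of unspliced RNA or genomic DNA that fall on exons are counted as expression.

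The table holds 24421 gene symbols, of which 605 had no read in any library and 54 lay on several chromosomes. The library with the lowest total count also had the highest intergenic share. No pair of libraries of a group was closer than sampling noise allows (chi-square per degree of freedom of at least 7.06 over 39 pairs, where 1 is sampling noise alone).

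Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, which left 21752, and scaled with TMM. A quasi-likelihood model with 13 groups was fitted over all 39 libraries, with no block, and contrasts were tested two-sided with Benjamini-Hochberg adjustment over the genes tested and called at an adjusted p below 0.05. The common dispersion was 0.344, a coefficient of variation of 58.6%. Comparisons were each treatment with DMSO of the same time, SW016789 with thapsigargin at each time, DMSO with the 0 h baseline, the change of each treatment's effect from 6 to 24 h, and a test of the 4 times together with 4 degrees of freedom. That last test was called at an adjusted p below 0.05 with a largest absolute log2 fold change above 1, as the study states its thresholds. Genes shared by both treatments were set against the number expected of independent lists and against 12 simulations of unchanged treatments.

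Before the data were examined, 22 gene lists were fixed. They cover the PERK/ATF4/CHOP, IRE1/XBP1 and ATF6 branches of the unfolded protein response, ERAD, COP-II, serine and one-carbon metabolism, amino acid transporters, aminoacyl-tRNA synthetases, immediate-early genes, β cell transcription factors, insulin processing and secretion, genes β cells keep low, cell death, cholesterol, heat shock, NRF2, cell cycle, calcium handling, and markers of other islet cells, of acinar and ductal cells and of stromal, endothelial and immune cells. The list of 13 mitochondrially encoded genes had 0 members in the table used here, so 21 lists were tested in 8 comparisons, 168 tests adjusted together, with camera of limma 3.58.1 at a preset correlation of 0.01 and again with a correlation estimated per list. Member counts were also taken with adjustment over the list alone.

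Named genes followed a rule fixed before the data were examined. In each treatment comparison it takes the 8 largest increases and 8 largest decreases among called genes with a mean of at least 1 CPM and no overlap between the libraries compared, the 4 members of each list with the largest change, and 32 genes always reported. For 3 libraries against 3, chance gives no overlap for 10% of genes. Of the genes the rule allows, those whose call held without any 1 library were preferred in the text, and the others are given with the libraries that ended the call. Folds against groups with no read were taken against a floor of 3 counts over the group.

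Experiment numbers pair the samples, since each number is 1 experiment of 13 samples. Deviations from group means correlated with a median r of 0.058 between libraries of the same number (105 of 234 pairs above 0.1) and -0.027 between others (137 of 468). Alternatives were DESeq2 1.42.0, edgeR with DESeq2 size factors, no filter on low counts, the experiment number as a block, that block with the intergenic percent as a covariate, only the libraries compared, each library left out in turn, and the 0 h baseline as control for the time course. A filter at a mean of 1 CPM and leaving out the 6 libraries above 25% intergenic reads were chosen after seeing the data.

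The procedure was tested on simulated counts with 200 changed genes among 21074. For SW016789 against DMSO at 6 h, edgeR recovered 81 of 100 genes changed by 2 log2 units and 70 of 100 changed by 1, with 3 false among 154 calls. For thapsigargin at 24 h it recovered 84 and 65 of 100, with 4 false among 153. The time-course test recovered 115 of 200 genes for SW016789 and 117 for thapsigargin. Rates for low counts or high intergenic shares were not measured and may differ. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with tables read by pandas 2.3.3.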

Results

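MIN6 cells, a β cell line from a mouse insulinoma that makes and secretes insulin, were sampled before treatment (0 h baseline) and after 1, 2, 6 and 24 h of DMSO vehicle (0.1%), of SW016789 (5 µM), a small molecule that makes β cells secrete more insulin than they otherwise would, or of thapsigargin (100 nM), an inhibitor of the SERCA pump that empties the Ca2+ store of the endoplasmic reticulum (ER). The 39 libraries form 13 groups of n = 3, with 1 library per experiment. Total counts on genes were 9150443 to 47616080 per library, with a median of 32153770 over 24421 gene symbols, of which 21752 were tested. Values beside log2 fold changes are standard errors of the edgeR fit, values beside expression levels in CPM (counts per 1e+06 counts, scaled by TMM) are SD with n = 3, and coordinates are of the whole gene in mm10. Unless stated otherwise, each gene said to have risen or fallen passed the adjusted p of edgeR's quasi-likelihood test over all genes, and its 3 treated libraries lay all above or all below its 3 DMSO libraries.

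The share of high-quality reads in intergenic regions was 6.17% to 36.6% per library, with a median of 7.55%, and 16 libraries were above 10%. With thapsigargin for 1 to 6 h the median was 21% (8.23% to 34%, 9 libraries), against 7.24% (6.48% to 17%) in the 9 DMSO libraries of those times (mean difference of 13.7 points, exact two-sided permutation of treatment within each time, p = 0.001, adjusted p = 0.004 over 4 such tests). With SW016789 for 1 to 6 h the median was 14.4% (6.17% to 36.6%), with a mean difference from DMSO of 6.82 points (exact permutation p = 0.116, adjusted p = 0.232). At 24 h all 9 libraries lay between 6.23% and 9.09%. The first principal component of the log2 CPM held 61.1% of the variance and followed the intergenic share over the 39 libraries (Pearson's r = 0.974, permutation p = 1e-05, adjusted p = 4.0e-05, and Spearman's rho = 0.914, permutation p = 1e-05, adjusted p = 4.0e-05, over 4 components, where 1e-05 is the smallest p that 100000 resamples can give). Without the 2 libraries farthest from the median share r was 0.971, and within the 13 libraries of each experiment it was 0.965, 0.975 and 0.989. Of 17 acinar and ductal markers 3, and of 18 stromal, endothelial and immune markers 4, were at 1 CPM or more at 0 h. At 1, 2, 6 and 24 h the median of the acinar list was 3.18, 0.20, 3.06 and 1.30 log2 units above DMSO with SW016789. With thapsigargin it was 2.85, 2.21, 4.10 and 0.76. That of the stromal list was 2.43, 0.30, 2.17 and 0.74, and 2.29, 2.59, 2.89 and 0.76. Both lists passed at 1 h (adjusted p = 0.00126 and 0.00832) and 2 h (0.0269 and 0.00295) of thapsigargin, and the acinar list at 1 h of SW016789 (0.0108), but not with an estimated correlation (adjusted p = 0.408, 0.52, 0.564, 0.473 and 0.511). At a floor of 3 counts over groups with no read the acinar and stromal medians were 2.72 and 2.43 at 1 h of SW016789 and 4.07 and 2.64 at 6 h of thapsigargin. With the intergenic share and the experiment number in the fit they were 0.28 to 1.13 and -0.39 to 0.28 at 1 to 6 h.

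**Figure D1:**
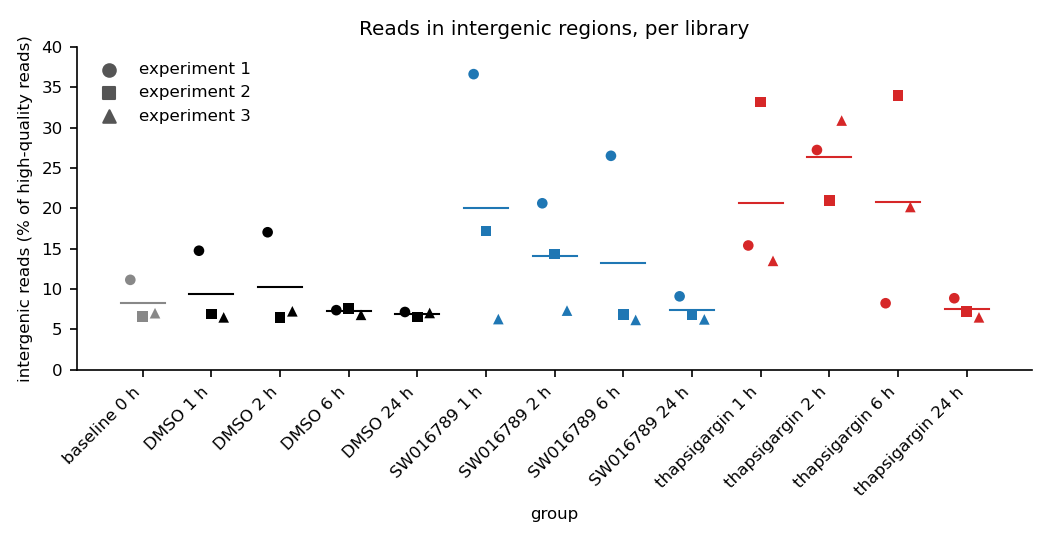
Percent of high-quality reads in intergenic regions (y axis) for each of the 39 libraries, by group (x axis), where marker shapes are the 3 experiments and short horizontal lines are group means (n = 3). The 6 libraries above 25% were 1 each of SW016789 at 1 h and 6 h and of thapsigargin at 1 h and 6 h, and 2 of thapsigargin at 2 h, and no library at 24 h was above 9.09%.

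The vehicle was compared with the 0 h baseline to see how far the control cells moved with time. In DMSO, Crem, a cAMP-responsive transcriptional modulator, was higher at 2 h (log2 fold change 0.74 ± 0.13, adjusted p = 0.0292) and Tmem223 lower (-0.97 ± 0.17, adjusted p = 0.0292), both named after their values were seen. These 2 were the genes called at 2 h, and 0 were called at 1, 6 and 24 h by edgeR, where 472, 427 and 413 genes had an unadjusted p under 0.05 and DESeq2 called 5, 11 and 12. At 2 h, 1881 genes had an unadjusted p under 0.05 and DESeq2 called 89. With the experiment number as a block 4 and 7 genes were called at 1 and 2 h. Without DMSO 2 h replicate 1, which had the highest intergenic share of the DMSO libraries at 17%, 642 genes were called at 2 h, and without any 1 of the 5 other libraries 0 were called. At 1 h 1 gene was called without DMSO replicate 2. Calls lost when 1 library was left out are given with the replicates whose absence ended them and the log2 fold change without them. These were Crem (0.63 to 0.79) and Tmem223 (-1.04 to -0.85), without baseline 0 h 1 to 3 or DMSO 2 h 2 or 3. A fit of only the libraries compared called 0 genes at 2 h (Crem 0.75, Tmem223 -0.96).

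SW016789 was compared with DMSO of the same time to follow the response to hypersecretion. At 1 h, immediate-early genes, which code for transcription factors and signalling regulators that respond within minutes to Ca2+ and kinase signals, rose together. Of 36 members 26 rose, 0 fell and 10 did not pass (31 rose when adjusted over the list alone), and the list passed the gene list test (camera adjusted p = 4.7e-77, and adjusted p = 6.1e-07 with an estimated correlation). Fosb (Entrez 14282, chromosome 7, 19302696 to 19310045) rose by 3.68 ± 0.23 log2 units, from 15.4 ± 1.98 to 197 ± 55.5 CPM (adjusted p = 1.3e-13). Egr2, Fos, Atf3 and Nr4a3 rose by 3.73 ± 0.77, 3.15 ± 0.30, 2.91 ± 0.19 and 2.77 ± 0.28. The log2 fold changes of Junb, Npas4, a Ca2+-dependent transcription factor, Egr1 and Nr4a1 were 2.64 ± 0.17, 2.62 ± 0.34, 2.31 ± 0.25 and 2.19 ± 0.29. Among 24 genes of the PERK/ATF4/CHOP branch of the unfolded protein response 6 rose (7 when adjusted over the list alone), among them Ddit3 (Entrez 13198, chromosome 10, 127290793 to 127296288), which codes for CHOP (1.39 ± 0.22), Trib3 (0.89 ± 0.17), Ppp1r15a (0.83 ± 0.12) and Atf4 (0.77 ± 0.10). That list passed (adjusted p = 3.0e-08, and adjusted p = 0.0194 with an estimated correlation). Of the 8 genes that fell, Fam134c, an ER-phagy receptor, fell by 0.86 log2 units. Hspa5 and Derl3 were not called (0.14 ± 0.10 and 0.27 ± 0.20). In all 81 genes were called, 73 higher and 8 lower, and 11 of the 21 lists passed, of which 2 held with an estimated correlation and the other 9 had adjusted p = 0.148 to 0.615 with it. The count was 41, 48 and 48 without DMSO replicate 1, SW016789 replicate 1 and DMSO replicate 2, and 126 with the experiment number and the intergenic share in the fit. In that fit the insulin processing list, which passed in a downward direction (adjusted p = 0.0311), passed upward (adjusted p = 0.0248). Leaving out 1 library ended the calls of Egr2 (DMSO 2 and 3, 3.42 to 3.59) and Trib3 (SW016789 1, DMSO 2 and 3, 0.75 to 0.84). With only the libraries compared in the fit 36 genes were called, not among them Ppp1r15a (0.83) and Trib3 (0.90), and without the libraries above 25% intergenic reads Trib3 (0.75) was not called.

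At 2 h of SW016789 the PERK/ATF4/CHOP branch and the immediate-early genes stood highest, and ER chaperones began to rise. Of the 24 genes of the branch 16 rose and 0 fell (19 rose when adjusted over the list alone), with a list median of 1.33 (adjusted p = 4.5e-45, and adjusted p = 5.2e-06 with an estimated correlation). Chac1, an enzyme that degrades glutathione, rose by 3.48 ± 0.20 log2 units, from 15.3 ± 2.93 to 171 ± 41.4 CPM. Slc7a11, the cystine transporter, Ddit3, Atf3 and Trib3 rose by 2.78 ± 0.29, 2.64 ± 0.22, 2.47 ± 0.19 and 2.10 ± 0.17, and Atf4 and Ppp1r15a by 1.62 ± 0.10 and 1.44 ± 0.12. The immediate-early list had 25 of 36 members higher (27 higher and 1 lower when adjusted over the list alone), with Nr4a3 at 3.24 ± 0.29, Fosb at 3.20 ± 0.23 and Nr4a1 at 2.80 ± 0.30 (adjusted p = 4.2e-43 for the list, and adjusted p = 4.6e-05 with an estimated correlation). Of 22 genes of the ATF6 branch and ER chaperones 13 rose (13 when adjusted over the list alone), led by Creld2 (1.04 ± 0.10), Hspa5 (0.99 ± 0.10), which codes for the chaperone BiP, and Sdf2l1 (0.86 ± 0.11), and the list passed (adjusted p = 4.2e-17, and adjusted p = 0.0239 with an estimated correlation). Herpud1 (2.05 ± 0.11), Derl3 (1.55 ± 0.20), Dnajb9 (1.12 ± 0.11), Syvn1 (0.83 ± 0.11), Sel1l (0.51 ± 0.07) and Xbp1 (0.41 ± 0.10) also rose. Cytosolic aminoacyl-tRNA synthetases (11 of 20 up, 13 when adjusted over the list alone, adjusted p = 9.2e-15, and adjusted p = 0.00499 with an estimated correlation) and amino acid transporters (6 of 16 up, 9 when adjusted over the list alone, adjusted p = 7.6e-11, and adjusted p = 0.00462 with an estimated correlation) passed. Pcyox1l fell by 1.59 log2 units and Fam134c by 1.03. The calls numbered 562, 414 higher and 148 lower, and 11 lists passed. With an estimated correlation 6 of them held, the serine list among them (4 of 15 up, 6 when adjusted over the list alone, adjusted p = 0.0181), and the other 5, ERAD, IRE1/XBP1, COP-II, cholesterol and disallowed genes, had adjusted p = 0.0907 to 0.457. The count was 1638 without DMSO replicate 1, 341, 318 and 266 without SW016789 replicates 1, 2 and 3 and 341 without DMSO replicate 3, and with the experiment number and the intergenic share in the fit it was 1315. Calls lost without 1 library were those of Xbp1 (SW016789 1, 2 and 3, DMSO 3, 0.38 to 0.48). A fit of only the libraries compared called 184 genes and ended the call of Xbp1 (0.42).

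By 6 h of SW016789 genes of the ER folding and export machinery were raised. The acinar and stromal markers stood above DMSO as well, as given above, but did not pass (adjusted p = 0.186 and 0.268). All lists named below in this paragraph passed and held with an estimated correlation. Of the 22 genes of the ATF6 branch and ER chaperones 18 rose (21 when adjusted over the list alone), with a median of 0.99 (adjusted p = 5.3e-58, and adjusted p = 1.2e-04 with an estimated correlation). Hspa5 (Entrez 14828, chromosome 2, 34772090 to 34776529) rose by 1.79 ± 0.10 log2 units, from 1407 ± 48.3 to 4874 ± 745 CPM (adjusted p = 7.6e-16), and Creld2, the disulfide isomerase gene Pdia4 and Sdf2l1 rose by 2.08 ± 0.10, 1.90 ± 0.10 and 1.67 ± 0.11. Of 23 genes of the IRE1/XBP1 branch 21 rose (21 when adjusted over the list alone, adjusted p = 8.2e-35, and adjusted p = 1.5e-04 with an estimated correlation), with Dnajb9 at 1.50 ± 0.11 and Xbp1 at 0.77 ± 0.10. ER-associated degradation (ERAD), which returns misfolded proteins to the cytosol for disposal, had 20 of 32 genes higher (22 higher and 1 lower when adjusted over the list alone, adjusted p = 3.2e-24, and adjusted p = 0.00259 with an estimated correlation). Derl3 (Entrez 70377, chromosome 10, 75893398 to 75895941) rose by 2.71 ± 0.21, from 12.7 ± 1.79 to 82.9 ± 13.9 CPM (adjusted p = 2.2e-12), and Herpud1, Sel1l and Syvn1, which codes for the ligase HRD1, by 1.81 ± 0.11, 1.30 ± 0.08 and 1.13 ± 0.11, while Os9 was not called (0.21 ± 0.08). The COP-II coat, which buds vesicles from the ER, had 21 of 25 genes higher (23 when adjusted over the list alone, adjusted p = 1.8e-30, and adjusted p = 3.5e-04 with an estimated correlation), Sec24d and Sec23b among them (1.14 ± 0.11 and 0.76 ± 0.09). Serine and one-carbon metabolism had 8 of 15 higher (9 when adjusted over the list alone, adjusted p = 2.4e-15, and adjusted p = 6.4e-05 with an estimated correlation). The study named ERAD, ER stress, amino acid transport, COP-II and serine genes in a signature from these same libraries, so the ERAD, chaperone, IRE1/XBP1, PERK/ATF4/CHOP, amino acid transporter, COP-II and serine lists are not independent evidence of a direction at any time. It also named immediate-early, insulin, redox, cell death, disallowed and β cell transcription factor genes from them.

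In the same comparison the serine synthesis enzymes Phgdh, Psat1 and Psph rose by 2.20 ± 0.23, 1.55 ± 0.09 and 1.70 ± 0.18, and the mitochondrial folate enzymes Shmt2 and Mthfd2 by 1.77 ± 0.11 and 1.18 ± 0.09. Aminoacyl-tRNA synthetases had 16 of 20 genes higher (17 when adjusted over the list alone, adjusted p = 2.7e-35, and adjusted p = 6.4e-05 with an estimated correlation), led by Nars (1.33 ± 0.11) and Iars (1.30 ± 0.11), and amino acid transporters 9 of 16 (10 when adjusted over the list alone, adjusted p = 6.5e-16, and adjusted p = 7.7e-04 with an estimated correlation). Of the PERK/ATF4/CHOP genes 18 of 24 rose (19 when adjusted over the list alone, adjusted p = 5.0e-40, and adjusted p = 6.6e-06 with an estimated correlation), with Slc7a11, the translation repressor gene Eif4ebp1, Trib3, Ddit3, Atf4 and Ppp1r15a at 3.14 ± 0.28, 2.59 ± 0.15, 2.46 ± 0.17, 2.33 ± 0.21, 1.41 ± 0.10 and 1.65 ± 0.12. Wnt5a, a secreted signalling protein, rose by 2.77 ± 0.27. Egr1 fell by 0.92, and Npas4, Fosb and Atf3 were higher by 1.43 ± 0.34, 1.18 ± 0.22 and 0.90 ± 0.19, while Fos (-0.01 ± 0.30) and Nr4a1 (0.20 ± 0.28) were not called. Cell cycle genes fell, 10 of 25 lower and 1 higher (18 and 1 when adjusted over the list alone, adjusted p = 2.4e-10, and adjusted p = 0.0301 with an estimated correlation), as did Celsr1, the clock gene Per3, the receptor gene Ret and Slc2a2, which codes for the glucose transporter GLUT2 (log2 fold changes -1.51 ± 0.24, -1.31 ± 0.18, -1.19 ± 0.12 and -1.16 ± 0.14). The β cell gene Ucn3 fell (-0.71 ± 0.14), and Ins1, Ins2 and Mafa were not called (-0.15 ± 0.18, 0.03 ± 0.13 and -0.38 ± 0.18). Atp2a2, which codes for the SERCA2 pump, rose (0.45 ± 0.07), Vdac1 was not called (0.00 ± 0.10), and of 25 Ca2+ handling genes 6 rose and 4 fell (7 and 9 when adjusted over the list alone, list adjusted p = 0.223). Cytosolic heat shock genes passed with 3 of 16 higher (4 when adjusted over the list alone, adjusted p = 0.0493, and adjusted p = 0.437 with an estimated correlation). Among them are Hspa1a and Hspa1b, near-identical copies whose counts are uncertain. The calls numbered 1531, 911 higher and 620 lower, and 13 lists passed. With an estimated correlation 9 held, and immediate-early genes (10 of 36 up and 1 down, and 10 and 2 when adjusted over the list alone), β cell transcription factors (1 of 23 up and 5 down, 2 and 7), cholesterol genes (1 of 24 up and 4 down, 1 and 4) and heat shock genes had adjusted p = 0.0758 to 0.473. The count was 572 and 997 without DMSO replicates 1 and 2 and 591 and 874 without SW016789 replicates 2 and 3, and with the experiment number and the intergenic share in the fit it was 2419. Without 1 of these libraries calls were lost for Egr1 (DMSO 1 and 2, SW016789 2, -0.97 to -0.72) and Atp2a2 (DMSO 1, SW016789 2 and 3, 0.36 to 0.49).

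At 24 h of SW016789 chaperone and ER export genes were still raised, while immediate-early genes and insulin mRNA were lower. Of the ATF6 branch and ER chaperones 19 of 22 rose (21 when adjusted over the list alone, adjusted p = 3.9e-67, and adjusted p = 4.6e-05 with an estimated correlation), with a median of 0.63. The COP-II list had 18 of 25 genes higher (23 when adjusted over the list alone), the IRE1/XBP1 list 15 of 23 (17) and the ERAD list 11 of 32 (19), and their adjusted p with an estimated correlation were 1.8e-04, 6.4e-05 and 0.00366 (as above, not independent evidence). Hspa5, Derl3, Herpud1, Os9 and Sel1l rose by 0.69 ± 0.10, 1.49 ± 0.20, 0.78 ± 0.11, 0.62 ± 0.08 and 0.47 ± 0.07, and Syvn1, Dnajb9, Xbp1, Sec24d and Sec23b by 0.54 ± 0.11, 0.59 ± 0.11, 0.38 ± 0.10, 0.53 ± 0.10 and 0.30 ± 0.08. Of the PERK/ATF4/CHOP genes 9 of 24 rose (14 when adjusted over the list alone, adjusted p = 1.2e-19, and adjusted p = 3.8e-04 with an estimated correlation). Nupr1, Trib3 and Atf4 were among them (1.98 ± 0.26, 1.13 ± 0.17 and 0.47 ± 0.10), and Ddit3, Atf3 and Ppp1r15a were not called (0.39 ± 0.21, -0.23 ± 0.19 and 0.23 ± 0.12). Of the serine list 4 of 15 rose (6 when adjusted over the list alone, adjusted p = 0.00634 with an estimated correlation), with Phgdh, Psat1 and Shmt2 at 0.83 ± 0.23, 0.43 ± 0.09 and 0.47 ± 0.11. Psph and Mthfd2 were not called (0.55 ± 0.18 and 0.18 ± 0.09). Large increases were those of the ER prolyl isomerase gene Fkbp11, Slc7a3, Pycr1, a proline synthesis enzyme, and Rcn3, an ER Ca2+-binding protein (2.18 ± 0.22, 2.08 ± 0.28, 2.00 ± 0.27 and 1.80 ± 0.28). Leaving out 1 library ended the calls of Xbp1 (DMSO 1, 2 and 3, SW016789 1 and 2, 0.28 to 0.40), Sec24d (SW016789 2, DMSO 3, 0.38 to 0.41), Sec23b (DMSO 1, 2 and 3, SW016789 1, 2 and 3, 0.25 to 0.34), Atf4 (SW016789 1, DMSO 3, 0.34 to 0.39), Phgdh (DMSO 1, 2 and 3, SW016789 1 and 3, 0.66 to 0.92), Psat1 (DMSO 3, 0.36) and Shmt2 (SW016789 1, DMSO 2 and 3, 0.38 to 0.46). The call of Sec23b ended with only the libraries compared in the fit and with the filter at 1 CPM (0.29 and 0.27).

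Of the immediate-early genes 7 of 36 fell and 0 rose at 24 h of SW016789 (9 and 0 when adjusted over the list alone, adjusted p = 5.3e-09, and adjusted p = 0.0375 with an estimated correlation). Nr4a1, Nr4a3, Nr4a2 and Egr1 had log2 fold changes of -1.73 ± 0.29, -1.64 ± 0.31, -1.34 ± 0.26 and -1.29 ± 0.25, and Fos, Fosb and Npas4 were not called (-0.81 ± 0.30, -0.40 ± 0.23 and 0.05 ± 0.34, where Fos was called with the experiment number as a block at -0.72 (adjusted p = 0.023)). Nnat, which codes for neuronatin, fell by 2.09 log2 units, from 339 ± 47.6 to 79.9 ± 16.2 CPM. Insulin processing and secretion genes had 7 of 35 lower and 2 higher (11 and 3 when adjusted over the list alone, adjusted p = 8.7e-06, and adjusted p = 0.225 with an estimated correlation). Among them Ins1 (Entrez 16333, chromosome 19, 52264323 to 52265458) fell by 1.07, from 3830.5 ± 839.8 to 1819.5 ± 258 CPM, and Ins2, Ucn3, Slc2a2 and the Ca2+ sensor gene Scgn had values of -0.65 ± 0.13, -0.79 ± 0.14, -0.99 ± 0.14 and -1.29 ± 0.18. β cell transcription factors had 3 of 23 lower and 1 higher (8 and 2 when adjusted over the list alone, adjusted p = 9.1e-06, and adjusted p = 0.0239 with an estimated correlation), and Mafa was not called (-0.33 ± 0.18). Cell cycle genes had 8 of 25 lower (14 lower and 1 higher when adjusted over the list alone, adjusted p = 2.4e-17, and adjusted p = 0.00462 with an estimated correlation). NRF2 antioxidant genes had 2 of 16 higher (4 when adjusted over the list alone), Hmox1 (0.76 ± 0.13) and Sqstm1 (0.50 ± 0.08), and the list passed (adjusted p = 1.2e-04, and adjusted p = 0.0632 with an estimated correlation). The 16 genes that β cells normally keep low, such as Ldha, did not pass (adjusted p = 0.0881, but 0.0152 as the adjusted p with the experiment number as a block). The calls numbered 655, 424 higher and 231 lower, and 13 lists passed. With an estimated correlation 9 held, and the other 4, insulin processing, NRF2, amino acid transporters (2 of 16 up, 6 when adjusted over the list alone) and tRNA synthetases (1 of 20 up, 8), had adjusted p = 0.0547 to 0.225. The count was 314, 363 and 325 without DMSO replicates 1, 2 and 3 and 297 and 369 without SW016789 replicates 1 and 2, and with the experiment number and the intergenic share in the fit it was 1357. Calls lost without 1 library were those of Ins2 (DMSO 2, -0.54).

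**Figure D2:**
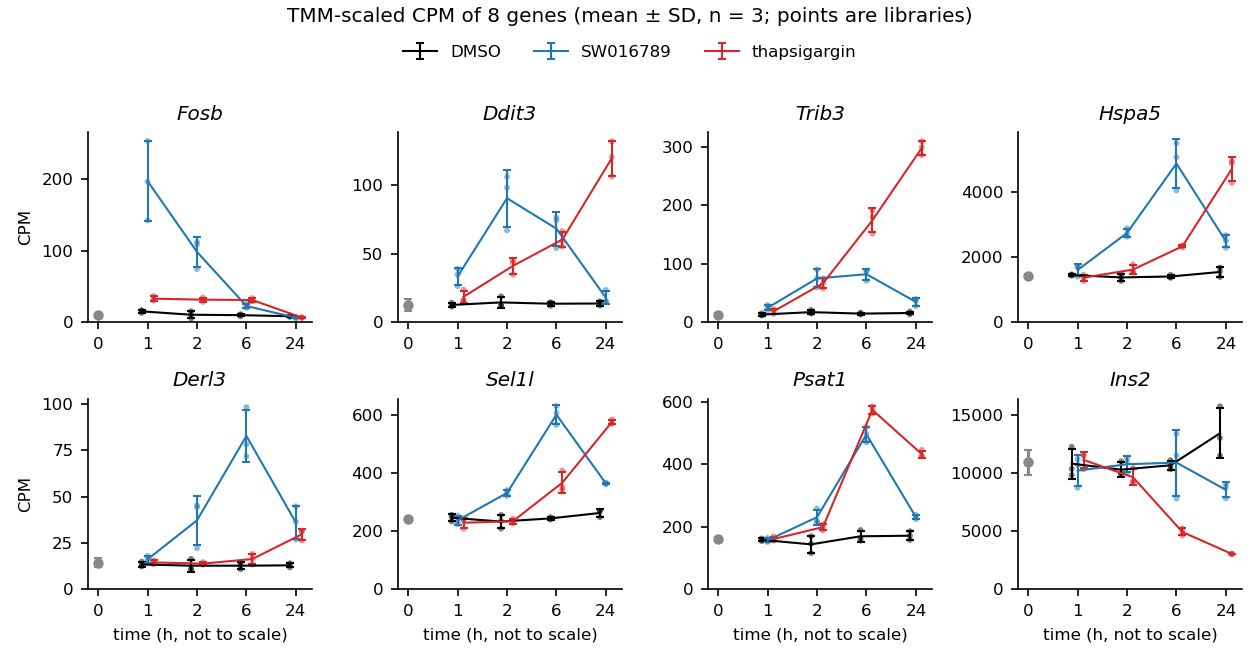
TMM-scaled CPM (y axes) of 8 genes against time (x axes, 0, 1, 2, 6 and 24 h, not to scale) in baseline (grey), DMSO (black), SW016789 (blue) and thapsigargin (red), where points are libraries and bars are mean ± SD (n = 3). Fosb peaked at 1 h of SW016789, Derl3 and Hspa5 at 6 h of SW016789, Trib3 and Ddit3 at 24 h of thapsigargin, and Ins2 was lowest at 24 h of thapsigargin.

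Thapsigargin was compared with DMSO in the same way, as a direct cause of ER stress. At 1 h 10 genes were called, 6 of them on the immediate-early list. Junb, Fos, Fosb, Atf3, Dusp1, Fosl2, Atf4 and Jun rose by 1.45 ± 0.17, 1.43 ± 0.29, 1.10 ± 0.21, 1.10 ± 0.19, 0.95 ± 0.15, 0.85 ± 0.12, 0.70 ± 0.10 and 0.66 ± 0.13. Midn rose (0.53 ± 0.10) and Fam134c fell (-0.47 ± 0.09), which makes up the 10 genes called, Midn being named after its value was seen. Of the 36 immediate-early genes 6 rose (24 when adjusted over the list alone, adjusted p = 6.5e-22, and adjusted p = 0.00101 with an estimated correlation). Among the 24 genes of the PERK/ATF4/CHOP branch 2 rose (5 when adjusted over the list alone, adjusted p = 0.00319, and adjusted p = 0.225 with an estimated correlation), and Ddit3, Trib3 and Ppp1r15a were not called (0.56 ± 0.22, 0.51 ± 0.17 and 0.41 ± 0.12). In all 12 lists passed, and the immediate-early list alone held with an estimated correlation, where the other 11, the acinar and stromal marker lists among them, had adjusted p = 0.211 to 0.52. Amino acid transporters did not pass (adjusted p = 0.0668, but 0.0385 as the adjusted p with the experiment number as a block). With that block 21 genes were called, and the count was 4, 5 and 5 without DMSO replicates 1, 2 and 3 and 5 without thapsigargin replicate 3. Without 1 of these libraries calls were lost for Fos (DMSO 1, 2 and 3, thapsigargin 1 and 3, 1.27 to 1.61), Fosb (DMSO 1, 2 and 3, thapsigargin 2 and 3, 0.99 to 1.16), Atf4 (DMSO 1, 0.68), Jun (DMSO 1, 2 and 3, thapsigargin 1, 2 and 3, 0.53 to 0.77), Midn (DMSO 1, 2 and 3, thapsigargin 1, 2 and 3, 0.44 to 0.59) and Fam134c (DMSO 1, 2 and 3, thapsigargin 1, 2 and 3, -0.53 to -0.41). With only the libraries compared in the fit 5 genes were called, without Dusp1 (0.95), Fam134c (-0.48), Fosl2 (0.84), Jun (0.65) and Midn (0.52), and calls also ended for Fam134c (-0.42) and Fosb (1.02) without the libraries above 25% intergenic reads and for Jun (0.64) with the filter at 1 CPM.

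At 2 h of thapsigargin the PERK/ATF4/CHOP branch, immediate-early genes and cholesterol synthesis genes were raised. The branch had 13 of 24 genes higher (16 when adjusted over the list alone, adjusted p = 3.8e-22, and adjusted p = 1.8e-04 with an estimated correlation). Chac1 rose by 3.31 ± 0.20, from 15.3 ± 2.93 to 151 ± 18.9 CPM, and Slc7a11, Atf3, Trib3, Ddit3, Atf4 and Ppp1r15a by 2.41 ± 0.29, 2.38 ± 0.19, 1.93 ± 0.17, 1.50 ± 0.21, 1.50 ± 0.10 and 1.19 ± 0.13. The immediate-early list had 19 of 36 higher (26 when adjusted over the list alone, adjusted p = 4.6e-16, and adjusted p = 0.00486 with an estimated correlation), Nr4a1, Fosb and Fos among them (1.77 ± 0.29, 1.57 ± 0.22 and 1.28 ± 0.29). Of 24 genes of cholesterol synthesis and uptake 11 rose (14 when adjusted over the list alone, adjusted p = 8.6e-12, and adjusted p = 0.00275 with an estimated correlation), with Hmgcs1 and Lss at 0.85 ± 0.13 and 0.83 ± 0.08. Of the ER folding genes Herpud1 rose (0.95 ± 0.11), and Hspa5, Dnajb9, Derl3, Sel1l and Xbp1 were not called (0.23 ± 0.10, 0.36 ± 0.11, 0.12 ± 0.21, 0.01 ± 0.07 and 0.07 ± 0.10, where Dnajb9 was called with the experiment number as a block at 0.36 (adjusted p = 0.00597)). The ERAD list did not pass (adjusted p = 0.0519, but adjusted p = 0.0456 with the experiment number as a block, downward), and passed upward with the intergenic share as well (adjusted p = 0.00967). The clock repressor gene Ciart and Nfil3 rose by 2.19 ± 0.30 and 1.60 ± 0.16, and Fam134c fell by 1.04 log2 units. The calls numbered 301, 207 higher and 94 lower, and of 14 lists that passed 4 held with an estimated correlation, calcium handling genes among them (1 of 25 down, 2 when adjusted over the list alone, adjusted p = 0.0323), while the other 10, the acinar and stromal marker lists among them, had adjusted p = 0.0668 to 0.604. The calcium handling list did not pass with the experiment number and the intergenic share in the fit (adjusted p = 0.0636) or without the libraries above 25% intergenic reads (0.0655). Of these 10, the IRE1/XBP1 and chaperone lists passed downward relative to all genes (medians -0.03 and 0.02 against 0.27, adjusted p = 0.0187 and 0.0331). They passed upward with the block and the intergenic share in the fit (adjusted p = 0.0388 and 0.0284). Calls numbered 601 with the experiment number as a block and 63 without the libraries above 25% intergenic reads. The count was 2745, 132 and 80 without DMSO replicates 1, 2 and 3 and 48, 192 and 48 without thapsigargin replicates 1, 2 and 3. Leaving out 1 library ended the calls of Fos (thapsigargin 1 and 3, DMSO 2 and 3, 1.04 to 1.33). A fit of only the libraries compared called 33 genes and ended the calls of Ciart (2.19), Fos (1.28) and Fosb (1.57), and Fos (1.16) was not called without the libraries above 25% intergenic reads.

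At 6 h of thapsigargin genes of the PERK/ATF4/CHOP branch and of amino acid supply rose and β cell genes fell. The PERK/ATF4/CHOP branch had 21 of 24 genes higher (21 when adjusted over the list alone), with a median of 2.10 (adjusted p = 1.0e-35, and adjusted p = 1.6e-05 with an estimated correlation). Slc7a11, Chac1, Trib3 (Entrez 228775, chromosome 2, 152337425 to 152344060), Atf3, Ppp1r15a, Ddit3 and Atf4 rose by 4.05 ± 0.29, 3.85 ± 0.20, 3.55 ± 0.18, 3.24 ± 0.19, 2.47 ± 0.13, 2.15 ± 0.21 and 1.82 ± 0.10. Aminoacyl-tRNA synthetases had 16 of 20 genes higher and 1 lower (16 and 1 when adjusted over the list alone, adjusted p = 4.9e-04 with an estimated correlation), amino acid transporters 10 of 16 higher and 1 lower (13 and 1, adjusted p = 0.00275), and the serine list 9 of 15 higher (10, adjusted p = 2.3e-04). Phgdh, Shmt2, Psph, Psat1 and Mthfd2 rose by 2.42 ± 0.23, 2.36 ± 0.12, 2.05 ± 0.18, 1.76 ± 0.09 and 1.70 ± 0.09. The ERAD list had 15 of 32 genes higher and 2 lower (17 and 2 when adjusted over the list alone, adjusted p = 3.2e-05, and adjusted p = 0.218 with an estimated correlation), with Herpud1 at 1.69 ± 0.11, Sel1l at 0.59 ± 0.07 and Derl3 not called (0.37 ± 0.20). Of the chaperone list 6 of 22 rose and 3 fell (7 and 3 when adjusted over the list alone, adjusted p = 0.0498, and adjusted p = 0.627 with an estimated correlation), Hspa5 at 0.73 ± 0.10, and of the COP-II list 7 of 25 rose and 2 fell (8 and 2, adjusted p = 0.496), a list that passed with the experiment number and the intergenic share in the fit (11 and 2, adjusted p = 3.5e-04).

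Insulin processing and secretion genes had 24 of 35 lower and 1 higher at 6 h of thapsigargin (27 and 2 when adjusted over the list alone, adjusted p = 3.9e-22, and adjusted p = 0.00661 with an estimated correlation). Ucn3, Slc2a2, Ins1 and Ins2 had log2 fold changes of -1.81 ± 0.14, -1.57 ± 0.14, -1.27 ± 0.18 and -1.12 ± 0.13. β cell transcription factors had 12 of 23 lower and 3 higher (13 and 4 when adjusted over the list alone, adjusted p = 1.2e-05, and adjusted p = 0.0242 with an estimated correlation), with Rfx6, Mnx1 and Pdx1 at -1.13 ± 0.17, -0.86 ± 0.19 and -0.77 ± 0.10, and Mafa not called (-0.44 ± 0.18, but called with the experiment number as a block at -0.44 (adjusted p = 0.0339)). Slc16a3, a lactate transporter gene, Lcp2 and Stc1 fell by 2.08, 1.81 and 1.67 log2 units, and Vdac1 by 0.57. Immediate-early genes had 22 of 36 higher (29 higher and 1 lower when adjusted over the list alone, adjusted p = 4.0e-11, and adjusted p = 0.0213 with an estimated correlation), Fosb, Fos and Nr4a1 at 1.63 ± 0.22, 1.49 ± 0.29 and 1.37 ± 0.28, and cholesterol genes 11 of 24 higher (13 higher and 1 lower when adjusted over the list alone, adjusted p = 1.5e-07, and adjusted p = 0.0172 with an estimated correlation). Of cytosolic heat shock genes 7 of 16 fell (1 rose and 7 fell when adjusted over the list alone, adjusted p = 4.5e-04, and adjusted p = 0.137 with an estimated correlation). The largest fitted increases were of genes with no read in the 3 DMSO libraries and 127 to 189 reads in all in the 3 thapsigargin libraries, such as Myo1f, which was at least 96-fold higher and Vav1 at least 71.6-fold higher, against a floor of 3 counts over the 3 DMSO libraries. Myo1f was at 0.17, 6.31 and 4.03 CPM in thapsigargin replicates 1, 2 and 3, whose intergenic shares were 8.23%, 34% and 20.2%. Of 14 lists that passed 8 held with an estimated correlation, and the other 6, ERAD, chaperones, heat shock, IRE1/XBP1 (10 of 23 up and 1 down, 11 and 3 when adjusted over the list alone), calcium handling (3 of 25 up and 8 down, 5 and 10) and cell cycle genes (3 of 25 up and 6 down, 3 and 8), had adjusted p = 0.0632 to 0.627. The calls numbered 3653, 1753 higher and 1900 lower, and of the 696 higher by over 1 log2 unit 314 had no read in the DMSO libraries. DESeq2 called 6026, of which 65.0% were higher against 48.0% here. With the experiment number as a block 5952 were called, and the count was 1673 and 2380 without DMSO replicates 1 and 2. With that block and the intergenic share 3683 were called, of which 2758 were among the 3653.

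At 24 h of thapsigargin genes of the PERK/ATF4/CHOP branch were higher than in DMSO and insulin mRNA was lower. Trib3 rose by 4.22 ± 0.18 log2 units, from 15.9 ± 2.33 to 298 ± 11.9 CPM (adjusted p = 1.2e-19), and Atf3, Slc7a11, Ppp1r15a, Ddit3 and Atf4 by 3.91 ± 0.20, 3.81 ± 0.28, 3.55 ± 0.13, 3.12 ± 0.22 and 2.05 ± 0.10, among 21 of 24 genes of the PERK/ATF4/CHOP branch (22 when adjusted over the list alone, adjusted p = 1.2e-34, and adjusted p = 1.6e-05 with an estimated correlation). Of the ERAD list 25 of 32 genes rose and 1 fell (25 and 1 when adjusted over the list alone, adjusted p = 2.5e-21, and adjusted p = 0.00371 with an estimated correlation), with Herpud1, Derl3, Sel1l (Entrez 20338, chromosome 12, 91806043 to 91849157), Syvn1 and Os9 at 2.15 ± 0.11, 1.21 ± 0.20, 1.13 ± 0.08, 0.70 ± 0.11 and 0.50 ± 0.08. The chaperone list had 20 of 22 higher (21 when adjusted over the list alone, adjusted p = 0.00702 with an estimated correlation), with Hspa5 at 1.61 ± 0.10, and the IRE1/XBP1 list 19 of 23 higher and 1 lower (19 and 1, adjusted p = 0.00366 with an estimated correlation), with Dnajb9 at 1.69 ± 0.11 and Xbp1 at 0.72 ± 0.10. The COP-II list had 13 of 25 higher and 1 lower (14 and 1, adjusted p = 2.6e-06, and adjusted p = 0.121 with an estimated correlation), Sec24d and Sec23b at 1.04 ± 0.11 and 0.70 ± 0.09. The serine list had 8 of 15 higher and 1 lower (8 and 1, adjusted p = 0.00335 with an estimated correlation), with Phgdh, Shmt2, Psph, Mthfd2 and Psat1 (Entrez 107272, chromosome 19, 15905123 to 15925059) at 2.31 ± 0.23, 2.00 ± 0.11, 1.97 ± 0.18, 1.36 ± 0.09 and 1.34 ± 0.09. These lists are not independent evidence, as stated above. Aminoacyl-tRNA synthetases had 18 of 20 higher (18, adjusted p = 2.4e-04 with an estimated correlation), amino acid transporters 11 of 16 higher and 1 lower (11 and 1, adjusted p = 0.00366), and cholesterol genes 12 of 24 higher and 1 lower (12 and 1, adjusted p = 0.0244).

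Insulin processing and secretion genes had 26 of 35 lower and 1 higher at 24 h of thapsigargin (27 and 3 when adjusted over the list alone, adjusted p = 1.7e-21, and adjusted p = 0.00727 with an estimated correlation). Ins1 fell by 3.03 log2 units, from 3830.5 ± 839.8 to 469 ± 62.1 CPM (adjusted p = 2.8e-15), Ins2 (Entrez 16334, chromosome 7, 142678656 to 142679708) by 2.15, from 13391 ± 2143 to 3021 ± 30.9 CPM, and Scgn and Ucn3 by 2.05 and 1.80. β cell transcription factors had 15 of 23 lower (16 lower and 1 higher when adjusted over the list alone, adjusted p = 8.6e-12, and adjusted p = 0.00101 with an estimated correlation), with Mafa, Mnx1, Pax6 and Hnf4a at -2.09 ± 0.18, -1.32 ± 0.19, -1.25 ± 0.08 and -1.20 ± 0.17. Of other islet endocrine markers 4 of 14 fell (4 when adjusted over the list alone, adjusted p = 0.00281, and adjusted p = 0.0907 with an estimated correlation), with Ttr at -2.45 ± 0.12, and 7 of the 14 were at 1 CPM or more at 0 h. Cell cycle genes had 14 of 25 lower (16 when adjusted over the list alone, adjusted p = 2.7e-11, and adjusted p = 0.0239 with an estimated correlation), Birc5, Aurkb and Cdk1 at -1.10 ± 0.10, -1.05 ± 0.15 and -1.04 ± 0.08. The 22 cell death genes did not pass as a list (adjusted p = 0.498), with 2 lower (3 when adjusted over the list alone) and 4 higher (4), which were Hrk, Casp4, Bbc3, which codes for PUMA, and Txnip, at 4.93 ± 0.69, 4.07 ± 1.26, 2.00 ± 0.29 and 1.60 ± 0.37. Among the largest increases were those of Lcn2, an iron-scavenging protein of the acute phase (7.56 ± 1.26, from 0.278 ± 0.209 to 53.3 ± 5.48 CPM), the peroxisomal oxidase gene Acox2 (6.98 ± 1.76), Hhipl1 (6.22 ± 0.90) and Cd74, the invariant chain of MHC class II (5.95 ± 1.40). Lcp2, Npy, Slc38a5 and C1qa fell by 3.88, 3.25, 3.25 and 3.31 log2 units. NRF2 antioxidant genes had 6 of 16 higher (6 when adjusted over the list alone), Hmox1 at 2.59 ± 0.13 (adjusted p = 1.4e-04, and adjusted p = 0.0668 with an estimated correlation), and Ca2+ handling genes 9 of 25 lower and 3 higher (9 and 3, adjusted p = 0.024, and adjusted p = 0.162 with an estimated correlation), with Vdac1 at -0.52 ± 0.10 and Atp2a2 not called (-0.08 ± 0.07). The calls numbered 4511, 2191 higher and 2320 lower, and 15 lists passed, 11 with an estimated correlation, where the other 4 had adjusted p = 0.0668 to 0.162. Calls lost without 1 library were those of Casp4 (DMSO 1, 2 and 3, 3.92 to 4.23).

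**Figure D3:**
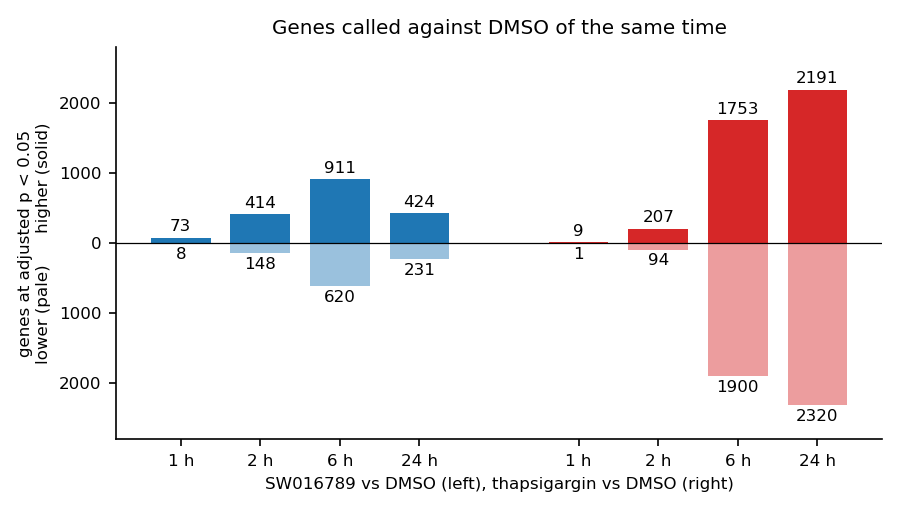
Number of genes at adjusted p < 0.05 (y axis, higher above 0 in solid bars and lower below 0 in pale bars) at 1, 2, 6 and 24 h (x axis) of SW016789 (blue) and thapsigargin (red) against DMSO of the same time, n = 3 per group. SW016789 had its highest number at 6 h (911 higher and 620 lower) and thapsigargin at 24 h (2191 higher and 2320 lower). This order turned for thapsigargin with the experiment number as a block (5952 genes at 6 h and 4904 at 24 h) and with DESeq2 (6026 and 5433).

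**Figure D4:**
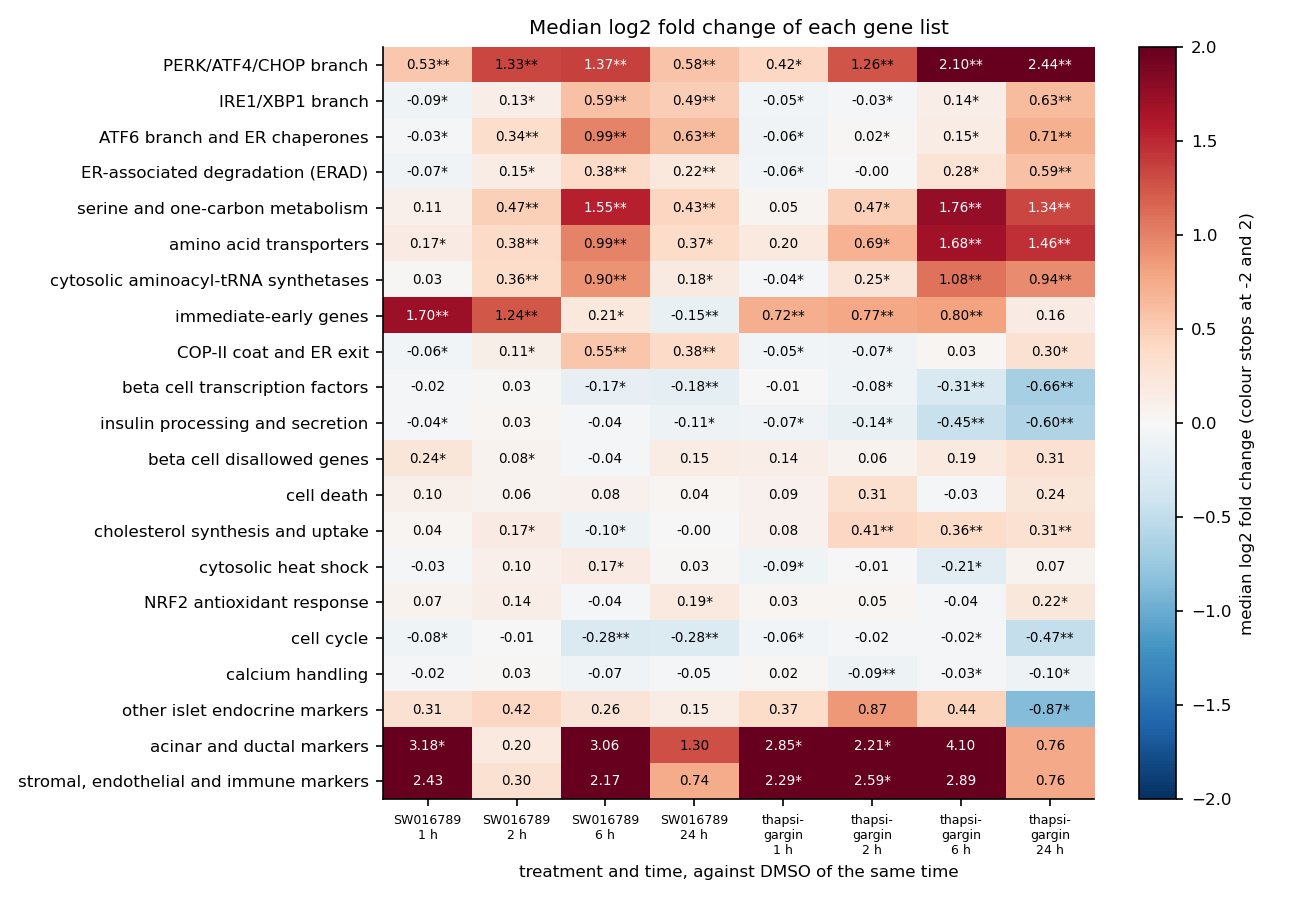
Median log2 fold change of each of the 21 gene lists (y axis) for each treatment and time against DMSO (x axis), shown as colour that stops at -2 and 2 and as a number, where * is a camera adjusted p < 0.05 with the preset correlation and ** one that also holds with an estimated correlation. The median of the immediate-early list was highest at 1 h of SW016789 (1.70) and that of the PERK/ATF4/CHOP branch at 24 h of thapsigargin (2.44).

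Over the whole time course, genes were called by a test of the 4 time points together with a largest fold change above 1 log2 unit. SW016789 altered 253 genes, 219 with their largest change upward and 34 downward, and thapsigargin 2120, 1607 upward and 513 downward. Both altered 184 genes, 155 in both upward, 23 in both downward and 6 in opposite directions, where independent lists would share 16.2 upward and 0.80 downward. In 12 simulations of unchanged treatments 0 genes were called, so 0 could be shared. Since the 3 DMSO libraries of each time cannot be split into groups of 2, part of the excess may come from the shared controls. With the experiment number as a block the thapsigargin count was 4906, with the intergenic share as well it was 1229, and without the libraries above 25% intergenic reads it was 1112. Without DMSO 2 h replicate 1 the 3 counts were 1078, 5200 and 987, and the thapsigargin count was 1362 without DMSO 6 h replicate 1 and 1371 without thapsigargin 1 h replicate 2.

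SW016789 and thapsigargin were then compared directly at each time, which leaves the DMSO libraries out. At 1 h Fosb, Npas4, Atf3, Fos and Egr1 were higher with SW016789 by 2.58 ± 0.22, 2.23 ± 0.34, 1.81 ± 0.18, 1.72 ± 0.29 and 1.59 ± 0.25 log2 units. At 2 h Npas4, Nr4a3, Fosb, Derl3, Ddit3 and Herpud1 were higher with SW016789 by 2.13 ± 0.34, 1.92 ± 0.27, 1.64 ± 0.21, 1.43 ± 0.20, 1.14 ± 0.20 and 1.10 ± 0.11, while Jun was higher with thapsigargin (-1.15 ± 0.14). At 6 h the chaperone and ERAD genes Derl3, Creld2, Pdia4, Hspa5 and Sel1l were higher with SW016789 by 2.35 ± 0.21, 1.97 ± 0.10, 1.74 ± 0.10, 1.06 ± 0.10 and 0.71 ± 0.07, and Ins1 and Ins2 by 1.12 ± 0.18 and 1.15 ± 0.13. Higher with thapsigargin at 6 h were Atf3 (-2.34 ± 0.19), Hrk, a gene for a BH3-only death protein (-2.50 ± 0.63), Trib3 (-1.09 ± 0.16) and Ppp1r15a (-0.82 ± 0.12). By 24 h Hspa5, Herpud1, Trib3 and Ddit3 were higher with thapsigargin (-0.92 ± 0.10, -1.38 ± 0.11, -3.09 ± 0.17 and -2.73 ± 0.21), as were Hrk, Gpnmb and Lcn2 (-4.91 ± 0.69, -5.05 ± 0.63 and -4.94 ± 1.10), and Ins1, Ins2, Mafa, Rcn3 and Slc38a5 were higher with SW016789 (1.96 ± 0.18, 1.50 ± 0.13, 1.76 ± 0.18, 3.50 ± 0.31 and 3.42 ± 0.17). The calls numbered 24, 145, 2513 and 3924 at 1, 2, 6 and 24 h, of which 1, 22, 872 and 1797 were higher with thapsigargin. At 2 h 89 of 214 calls were higher with thapsigargin in the fit with the experiment number and the intergenic share. At 2 h 247 were called with the experiment number as a block and 27 without the libraries above 25% intergenic reads, and at 1 h 55 were called with the block and the intergenic share and 7 without those libraries. Leaving out 1 library gave 13, 15, 12 and 5 genes at 1 h (SW016789 replicates 1, 2 and 3 and thapsigargin replicate 2), 79, 70, 67, 49 and 35 at 2 h (SW016789 replicates 1, 2 and 3 and thapsigargin replicates 1 and 3), 943 and 915 at 6 h (SW016789 replicates 2 and 3) and 2358 at 24 h (thapsigargin replicate 3). Without 1 of these libraries calls were lost for Fos (thapsigargin 2, 1.50), Egr1 (thapsigargin 2, 1.39) and Hrk (SW016789 2, -2.29). With only the libraries compared in the fit the counts at 1, 2 and 6 h were 1, 239 and 749, and at 1 h the calls of Atf3 (1.77), Egr1 (1.54), Fos (1.67) and Npas4 (2.18) ended. Without the libraries above 25% intergenic reads the calls of Egr1 (1.36) and Fos (1.43) at 1 h and of Ddit3 (1.09), Npas4 (2.17) and Nr4a3 (1.78) at 2 h ended.

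The change of each treatment's effect from 6 h to 24 h was tested as a difference of differences, since the study described a transient response to SW016789 and a lasting one to thapsigargin. For SW016789 the effect on Fosb, Ddit3, Hspa5, Derl3 and Psat1 was lower at 24 h, with changes of -1.57 ± 0.31, -1.94 ± 0.30, -1.10 ± 0.14, -1.23 ± 0.28 and -1.12 ± 0.13 log2 units. The change on Os9 did not pass and was 0.40 ± 0.11 (adjusted p = 0.0537, but called with the experiment number as a block at 0.41 (adjusted p = 0.0232)). For thapsigargin the effect was higher at 24 h on Hspa5, Sel1l and Ppp1r15a (0.88 ± 0.14, 0.54 ± 0.11 and 1.08 ± 0.17), lower on Ins1, Ins2 and Mafa (-1.76 ± 0.25, -1.03 ± 0.18 and -1.65 ± 0.25) and lower on Egr1 and Nr4a1 (-1.57 ± 0.34 and -2.12 ± 0.40). The change on Derl3 did not pass (0.84 ± 0.28, adjusted p = 0.0714, but called with that block at 0.85 (adjusted p = 0.0249)). The calls numbered 316 for SW016789, of which 204 had a lower effect at 24 h, and 1365 for thapsigargin, 680 higher and 685 lower (860 and 1288 with DESeq2, 600 and 902 with its size factors, and 366 and 173 without DMSO 6 h replicate 1). With the experiment number as a block the SW016789 count was 516 and with the intergenic share as well 914, where the thapsigargin count was 2201. For SW016789 it was 80, 196, 178 and 203 without DMSO 6 h replicates 1 and 2 and DMSO 24 h replicates 1 and 3, and 86 and 158 without SW016789 6 h replicates 2 and 3. For thapsigargin it was 539 without DMSO 6 h replicate 1, 877 without DMSO 24 h replicate 3, and 870 and 523 without thapsigargin 24 h replicates 2 and 3. Leaving out 1 library ended the calls of Derl3 (DMSO 6 h 2, SW016789 6 h 2, -1.13 to -1.03), Sel1l (thapsigargin 24 h 3, 0.64) and Ins2 (DMSO 6 h 1, thapsigargin 24 h 3, -0.94 to -0.90).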

Values the study reported

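The study reported 926 genes altered by thapsigargin and 168 altered by SW016789 over the time course, of which 109 were common to both, at an absolute log2 fold change above 1 and a false discovery rate below 0.05.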

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

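Of the tests given here, those of a response to thapsigargin at 6 h, of picking genes by their 6 h value of a smaller thapsigargin response for every stress gene and of splits within experiments were chosen after the results were seen, as was leaving out the libraries above 25% intergenic reads.

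SW016789 and thapsigargin differed in 24, 145, 2513 and 3924 genes at 1, 2, 6 and 24 h, which stood out because the difference between the treatments was itself tested. The effect of SW016789 differed between 6 and 24 h for 316 genes and that of thapsigargin for 1365, by the same kind of test. The intergenic share, measured outside the gene counts, had a median of 21% with thapsigargin for 1 to 6 h, above the 7.24% of the DMSO libraries of those times.

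At 6 h of thapsigargin 696 genes rose by over 1 log2 unit, 487 of them below 1 CPM in DMSO, and a candidate explanation is reads that follow the intergenic share of a library. If so, most should also be highest in SW016789 6 h replicate 1 (26.5% intergenic) among the 3 SW016789 libraries, and 76.9% were (535), against 50.5% of all genes and 33.3% by chance. With the experiment number and the intergenic share in the fit, 30.2% of them (210) were still called higher by over 1 log2 unit, with a median log2 fold change of 1.69 before and 1.63 after. For the other 486 the median fell from 7.43 (median standard error 2.50) to 3.88 (1.85). Of the 696, 314 had no read in DMSO, which allows only a lower bound (median of all 6.76 fitted, 4.54 at a floor of 3 counts). Why calls ended was not settled. Over the 696, thapsigargin replicate 1 (8.23% intergenic) had a median CPM of 0.25, the others 4.17 and 2.21. In it 577 lay above all DMSO libraries, so a response and the share both stay open.

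Of 149 genes in 7 stress and amino acid supply lists, 46 had a lower SW016789 effect at 24 h than at 6 h and 0 a higher one. Picking genes by their 6 h value would leave the lists as wholes near the change of all genes (-0.09), and the median change over all members was -0.36 (quartiles -0.74 and -0.05), but the study named 6 of the 7 lists from these same libraries, in a signature that peaks at 6 h, so that explanation stays open for them and is argued against only for the 20 tRNA synthetase genes (median -0.66, quartiles -0.87 and -0.21). A higher intergenic share at 6 h is argued against as the whole cause, since with the share and the experiment number in the fit the number called lower was 64, or 139% of that without them. With thapsigargin the median change of the 149 genes was 0.29, with 43 called higher and 2 lower. A shorter stress response to SW016789 than to thapsigargin stays open as a hypothesis, and decay of the compound and adaptation of the cells were not tested.

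Of 76 genes in the chaperone, ERAD and IRE1/XBP1 lists, 40 were higher with SW016789 than with thapsigargin at 6 h and 0 lower. The intergenic share is argued against as the cause, since 40 were called higher with the share and the experiment number in the fit (100% of the number without them, with the median difference going from 0.33 to 0.26 and 2 genes then higher with thapsigargin), and 40 without the libraries above 25%. A thapsigargin response that is smaller for every stress gene is argued against too, since the PERK/ATF4/CHOP list had a median difference of -0.54 (quartiles -1.15 and -0.14), with 12 of 24 genes higher with thapsigargin and 1 with SW016789. At 24 h 7 of the 76 genes were higher with SW016789 and 31 with thapsigargin. Different timing or use of the stress branches by the treatments is a hypothesis that stays open, as do differences in dose strength, which the single dose of each compound leaves untested.

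Other splits of the same libraries were set against each count. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For SW016789 against DMSO at 1, 2, 6 and 24 h the counts were 81, 562, 1531 and 655 and the highest of the other splits 0, 1, 0 and 0. For thapsigargin they were 10, 301, 3653 and 4511, and 0, 1, 0 and 0. Between the treatments they were 24, 145, 2513 and 3924, and 0, 0, 65 and 0, where the 65 genes came from a split that grouped SW016789 6 h replicate 1 with thapsigargin replicates 1 and 2 and so parted 1 experiment, and the highest of the splits that part all 3 experiments, as the real one does, was 2. For DMSO against the 0 h baseline they were 0, 2, 0 and 0, and 0, 4, 0 and 0, so that 10, 10 and 10 of 10 splits gave as many genes at 1, 6 and 24 h and 2 at 2 h, where the highest split set DMSO replicate 1 with baseline replicates 2 and 3 and also parted all 3 experiments. For the time courses and the changes between 6 and 24 h, 59 other splits within each time were drawn, 60 with the real one. For the time courses and shared genes as many again exchanged libraries only within an experiment and time, parting the pairs as the real split does. For the SW016789 and thapsigargin time courses chance is argued against, not excluded. Of 60 splits the real one gave the most, 253 and 2120 genes against 184 and 995 in the highest other, and 238 and 1433 within experiments. The split with 238 exchanged all labels at 6 and 24 h and replicate 3 at 1 h, so it held the effects. For the 184 genes shared 2 of 60 splits gave as many (highest other 512), and 4 of 60 within experiments did (highest other 490). These splits exchange all 3 treatments, so they hold the effects and give no test of chance for the shared count. Both highest counts point to a structure of the samples: these splits took the 3 thapsigargin 24 h libraries as the control of both groups. For the changes of the SW016789 and the thapsigargin effect, 316 and 1365 genes stood against 836 and 6550 in the highest of the other splits, and 8 and 10 of 60 gave as many. These splits give no test of chance for a change of effect. The highest ones kept the labels at 6 h and exchanged 4 and all 6 labels at 24 h, and an exchange at 1 time adds the effects at 6 and 24 h where the real split subtracts them, so their counts point to a structure of the samples, the treatment effect itself. The counts were 516 and 2029 with the experiment number as a block, and 914 and 2201 with the intergenic share as well.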

How the results depend on the processing

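The alternatives were chosen before the data were examined, except a filter at a mean of 1 CPM and leaving out the 6 libraries above 25% intergenic reads. Of 375 counts of called genes under an alternative, 262 were within 1.5 times the value reported and the others were not. All 21 counts were within 1.5 times with DESeq2 size factors, without the filter on low counts and with the filter at 1 CPM, as were the 3 time-course counts with the 0 h baseline as control. Of 267 calls of named genes, 0 changed sign under any alternative, 228 held under all, 29 were lost without some 1 library and 22 under another alternative. Genes whose call held without any 1 library were preferred, so these counts do not measure robustness. Depth limits genes with few reads and allows only a lower bound of the fold for the 314 genes, given above, raised from no read at 6 h of thapsigargin.

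DESeq2 called 397, 1153, 2447 and 1273 genes for SW016789 at 1, 2, 6 and 24 h, 40, 1072 and 6026 for thapsigargin at 1, 2 and 6 h, 46 and 421 between the treatments at 1 and 2 h, 802 and 2148 for the change of the SW016789 and the thapsigargin effect, 570 for the SW016789 time course, 457 shared, and 5, 89, 11 and 12 for DMSO against the baseline at 1, 2, 6 and 24 h. At 24 h of SW016789 690 of its calls were higher and 583 lower (54.2% higher), against 424 and 231 (64.7%). The cause was not tested.

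With the experiment number as a block, 21, 601 and 5952 genes were called for thapsigargin at 1, 2 and 6 h, 247 between the treatments at 2 h, 516 for the change of the SW016789 effect, 4906 for the thapsigargin time course and 4 and 7 for DMSO at 1 and 2 h. The block changed the calls of only 3 lists and 5 named genes, given with the results. With the block and the intergenic share the counts were 126, 1315, 2419 and 1357 for SW016789, 30 and 638 for thapsigargin at 1 and 2 h, 55 between the treatments at 1 h, 914 and 2201 for the changes, 1229 for the thapsigargin time course and 7 and 19 for DMSO at 1 and 2 h, and 5 lists passed at 1 h of thapsigargin. In that fit 7 lists whose direction had been downward relative to all genes passed upward. Insulin processing at 1 h of SW016789 and IRE1/XBP1 and chaperones (median 0.02) at 2 h of thapsigargin had passed downward and then had adjusted p = 0.0248, 0.0388 and 0.0284. tRNA synthetases and heat shock at 1 h of SW016789 and ERAD and the cell cycle at 2 h of thapsigargin had not passed and then had adjusted p = 0.00407, 0.0186, 0.00967 and 0.0019. It also ended 23 list calls at 1, 2 and 6 h, and leaving out the libraries above 25% intergenic reads ended 22. They brought 8 and 4 list calls, upward as before. With the block and the share these were cholesterol and NRF2 genes at 1 h (adjusted p = 3.2e-04 and 0.0149), heat shock and NRF2 at 2 h (0.0375 and 0.0407) and disallowed genes at 24 h of SW016789 (0.0284), and amino acid transporters and cholesterol at 1 h (0.00707 and 6.6e-05) and COP-II at 6 h of thapsigargin (3.5e-04). Without those libraries they were NRF2 at 2 and 6 h (0.0449 and 0.00263) and disallowed genes at 6 h of SW016789 (0.0398) and cholesterol at 1 h of thapsigargin (0.0199). Of the lists that held with an estimated correlation, calcium handling at 2 h of thapsigargin was the one lost under each. The cause was not tested.

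With only the libraries compared in the fit, which leaves fewer libraries to estimate the spread, the counts were 36 and 184 for SW016789 at 1 and 2 h, 5 and 33 for thapsigargin, 1, 239 and 749 between the treatments at 1, 2 and 6 h, 2162 for the change of the thapsigargin effect and 0 for DMSO at 2 h. Without the 6 libraries above 25% intergenic reads they were 63 for thapsigargin at 2 h, 7 and 27 between the treatments at 1 and 2 h and 1112 for the thapsigargin time course, 4 and 7 lists passed at 1 h of SW016789 and 2 h of thapsigargin, and the insulin processing list at 6 h of SW016789, which had not passed, passed upward (adjusted p = 0.0482). At 6 h of SW016789 1149 genes were then higher and 256 lower, against 911 and 620. In other comparisons too the share of calls that were higher moved by over 10 points. At 6 h of thapsigargin it was 48.0%, 65.0% with DESeq2 and 60.5% with the block. At 2 h of thapsigargin it was 68.8%, 83.9% with the block and the intergenic share, 97% with only the libraries compared and 95.2% without the 6 libraries. At 2 h of SW016789 it was 73.7% and then 92.9% and 84.0% in these last fits, with only the libraries compared and without the 6, at 24 h 64.7% and 54.5% with the block and the share and 53.7% with the filter at 1 CPM, for the change of the SW016789 effect 35.4% and 19.4% without the 6 libraries, and for SW016789 against thapsigargin at 2 h 84.8% and 58.4% with the block and the share and 72.8% with only the libraries compared. With an estimated correlation 2, 6, 1, 4 and 8 lists passed at 1 and 2 h of SW016789 and 1, 2 and 6 h of thapsigargin.

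Leaving out 1 library in turn gave 41 to 84, 266 to 1638, 572 to 1155 and 297 to 516 genes for SW016789 at 1, 2, 6 and 24 h, 4 to 15, 48 to 2745 and 1673 to 3806 for thapsigargin at 1, 2 and 6 h, and 5 to 23, 35 to about 1.2e+02, 915 to 2581 and 2358 to 3400 between the treatments. It gave 80 to 277 and 523 to 1490 for the changes of the SW016789 and thapsigargin effects, 0 to 1 and 0 to 642 for DMSO at 1 and 2 h, and 208 to 1078, 1362 to 5200 and 140 to 987 for the SW016789 time course, the thapsigargin time course and the genes shared. The highest counts at 2 h against DMSO or the baseline and in the time courses came without DMSO 2 h replicate 1. Fewer libraries lower the power of a test, and the cause of the higher counts was not tested.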

Other observations

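Among genes of Ca2+ handling at 24 h of thapsigargin (list adjusted p = 0.024, and adjusted p = 0.162 with an estimated correlation), the exchanger gene Slc24a3 rose by 1.74 ± 0.10 log2 units, while the plasma membrane Ca2+ pump genes Atp2b4 and Atp2b2 and the exchanger gene Slc8a2 had values of -1.29 ± 0.12, -1.04 ± 0.09 and -1.18 ± 0.20. Of 16 genes that β cells normally keep low, 5 rose and 3 fell (5 and 3 when adjusted over the list alone, and as a list they did not pass, adjusted p = 0.33), with the chemokine gene Cxcl12 at 1.90 ± 0.24, Lmo4 at 1.10 ± 0.22, the lactate dehydrogenase gene Ldha at -1.32 ± 0.18 and Ndrg2 at -1.56 ± 0.20. Glp1r, which codes for the receptor of the incretin GLP-1, fell at 6 h (-1.22 ± 0.09). In the sterol pathway Lss, Msmo1 and Fdps rose by 1.25 ± 0.08, 1.17 ± 0.09 and 1.02 ± 0.10 at 24 h. Set directly against SW016789, 13 of 24 cholesterol genes were higher with thapsigargin at 6 h and 0 with SW016789, and at 24 h 11 and 2. Of 35 insulin processing and secretion genes 25 were higher with SW016789 at 6 h and 26 at 24 h, against 1 and 1 with thapsigargin. From 6 to 24 h the thapsigargin effect rose for 8 of 16 NRF2 antioxidant genes and fell for 12 of 25 cell cycle genes. These are counts of single genes by edgeR, and the lists were not tested as wholes in the direct comparisons.

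At 1, 2, 6 and 24 h 9, 163, 877 and 505 genes were called with both treatments, of which 0, 0, 48 and 21 moved in opposite directions. Independent lists would share 73.4 higher and 54.2 lower genes at 6 h, where 475 and 354 were shared, and 42.7 and 24.6 at 24 h, where 288 and 196 were. At 2 h the expected numbers were 3.94 and 0.64 and those shared 127 and 36. Across genes, which are not independent replicates, the covariance of the log2 fold changes was 3.37, 1.52, 3.53 and 0.755, against 0.0411, 0.0211, 0.0531 and 0.0427 in 12 simulations of unchanged treatments. The simulated treated libraries were drawn around the means of the observed DMSO libraries, which leaves out the error that both treatments share through DMSO. In them 0 genes were called for either treatment, so 0 could be shared. The simulations therefore cannot size the part of the overlap or covariance that the shared controls add. Both treatments had libraries of high intergenic share at 1 to 6 h, and the covariance holds that too.

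SW016789 altered 253 genes over the time course here. That is higher than the value quoted from the study above. Thapsigargin altered 2120 genes. That is higher than the value quoted from the study above. Both treatments altered 184 genes. That is higher than the value quoted from the study above. These counts are of tests against DMSO of the same time, while the study describes significance over its time course as against the baseline, and its exact contrast and filter are not given in the sources used here. With the 0 h baseline as control the counts were 278, 2252 and 181, and the thapsigargin count was 1229 with the experiment number and the intergenic share in the fit and 1112 without the libraries above 25% intergenic reads.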
